A study of Mus musculus with 24 samples. Its data were reported in "Early Brain microRNA/mRNA Expression is Region-Specific After Neonatal Hypoxic-Ischemic Injury in a Mouse Model" (2022).

How the data were processed

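RNA of the right cerebellum, right cortex and right striatum/thalamus of 8 CD1 mouse pups was measured on the nCounter Mouse Neuroinflammation panel, in which each probe carries a fluorescent barcode that is imaged and counted without amplification. At postnatal day 9, 4 pups had the right common carotid artery cauterized and were then kept at 8% oxygen for 30 min (hypoxic-ischemic brain injury, HIBI). The 4 sham pups (controls) had the same surgery without ligation and stayed in normal air. Tissue was taken 30 min after the end of hypoxia, which gave 24 libraries, 4 of each arm in each of 3 regions. The 3 regions with the same subject number came from the same pup: HIBI pups were 1, 4, 5 and 7 and sham pups were 2, 3, 6 and 8.

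The deposited per-sample values were raw barcode counts of 784 probes, of which 757 were endogenous genes, 13 reference genes, 6 positive controls and 8 negative controls. In the authors' deposited table the signal values were group means of normalized counts for each region, made by the authors in nSolver with settings not given in the sources used here. The authors' deposited ratio for striatum/thalamus was the injured mean over the control mean. The authors' deposited score for cerebellum and cortex was a signed fold, with the negative inverse where the injured mean was lower. The authors' deposited p-value (p_value) was unadjusted and its test was not named. The scaling and test were rebuilt from the counts to learn what they were. For genes with a lowest count of at least 30 in the region, all 620 genes of the cerebellum, 635 of the cortex and 637 of the striatum/thalamus had deposited p-values and ratios within 1% of a log2 test with unequal variances on counts scaled by the 13 reference genes, with geometric means. With arithmetic means 482, 520 and 517 ratios were within 1%. For 20, 13 and 28 genes with low counts, one identical set of values stood for all of them in the authors' deposited table, so their ratios were not used.

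Tests ran on the raw counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Endogenous genes with a count of at least 20 in at least 4 of the fitted samples were kept, and library sizes were scaled with TMM factors. For each region, HIBI and sham were compared with the two-sided edgeR quasi-likelihood F test, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Genes at a fold over 1.5 and an unadjusted p under 0.05, the threshold the study stated, were counted beside these. The difference of the HIBI effect between regions was the interaction term of an edgeR fit of all 24 libraries with pup as a fixed block, and regions of sham pups were compared with the same block. Normalized counts in the text are counts divided by the scaled library size of the fit, brought back to the level of the raw counts, and are given as mean ± SD of the 4 pups. Log2 fold changes are HIBI minus sham with the standard error (SE) of the fit.

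Gene lists of pathways and cell type markers were written from general knowledge, 28 in all, of which 5 held fewer than 3 panel genes and were not tested. The other lists were tested in each region with camera at a preset inter-gene correlation of 0.01, adjusted over the 69 tests, and again with an estimated correlation and with fry, which asks whether the genes of a list move on balance in one direction. A list score is the mean over a list of the log2 level of each gene minus its mean in sham pups. The 11 genes that the study named from these samples formed a list of their own, with its Tnfsf10b read as Tnfrsf10b and its Tlr, which names no single gene, left out, and are not independent evidence of their direction. Figures of the study had been seen when the lists were written, and 6 of the 13 immediate early genes were among the genes it named.

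The text names, for each region, up to 20 genes with the largest absolute log2 fold change among those that passed the test, or, where fewer than 10 passed, the 10 with the smallest p. It also names the 11 genes of the study and up to 4 members by smallest p of each list it describes, of which 2 values in the cortex are not reported. For differences of effect between regions it names up to 10 genes that passed, or the 3 with the smallest p, and for sham regions up to 5 genes in each direction. Tests, samples, lists, the first set of alternatives and this rule were fixed before the data were examined, although the lists were written with the study's figures already seen.

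Total counts per library ranged from 855129 to 1135000, with a median of 999252. Mean counts of the 8 negative control probes ranged from 17.8 to 26.1, and 606 to 655 endogenous genes lay above the negative mean plus 2 SD, so folds of genes near 20 counts are compressed by background. No background was subtracted. All 36 pairs of libraries of one group correlated at r of 0.975 to 0.994 across genes, and each pair differed by more than counting error, with a chi-square per degree of freedom of at least 5.13. The procedure was tested on simulated data. With counts simulated at the spread of these libraries, 2-fold changes were called in 98%, 98% and 95.9% of the changed genes of cerebellum, cortex and striatum/thalamus, and 1.5-fold changes in 64%, 77.6% and 89.6%. In each simulation 50 genes were changed at each of 1.25, 1.5, 2 and 4-fold, far more than passed in the data, and genes were drawn independently. The adjusted threshold was looser there, so these shares are not the power in the data. In the cerebellum Fos, Atf3, Egr1 and Maff were estimated above 2-fold and none passed the edgeR test of that region.

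The alternatives were DESeq2, reference-gene scaling, no filter, a count minimum of 50, all 24 libraries in one fit, limma-voom with pup as a random block, no block, and each pup left out in turn. Further alternatives were added after the counts were seen, and the closing section gives the effect of all of them. The results were also compared with all 35 splits of the 8 pups into 4 and 4. Of 770 panel genes, 755 had their accession in the mouse gene annotation, 748 with the same symbol and 7 with another, and symbols are printed as deposited. The probes are assigned to genes by design, no alignment was involved and no coordinates are given. The sex of the pups was not in the labels, so it was in no model beyond the level of Uty as a covariate in 1 alternative. A further test of a Y-linked gene among the 4 HIBI pups was run after the results were seen, could not have passed with so few pups and is not reported, nor are levels of Y-linked genes in single pups. Values from microRNA sequencing and quantitative PCR were not analysed here.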

Results

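The panel measured 757 endogenous genes of neuroinflammation, brain cell types and stress responses in 24 libraries, 4 HIBI and 4 sham pups for each of 3 regions. Total counts were 864735 to 1135000 in HIBI and 974064 to 1079070 in sham cerebellum, and 967975 to 1065850 in HIBI and 995235 to 1129000 in sham cortex. In the striatum/thalamus the HIBI libraries held 888345 ± 35105.7 counts (SD, n = 4) and the sham libraries 985083 ± 49777.9, a difference with an exact permutation p of 0.0286 (two-sided), the smallest that 4 against 4 pups allow. The exact permutation p for the totals was 0.229 in cortex and 0.8 in cerebellum.

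The comparison of HIBI with sham in each region addressed which messages respond in the first 30 min after injury. In the cortex, immediate early genes, which are transcribed within minutes of a stimulus, had the largest changes. Fos, a subunit of the AP-1 transcription factor, rose from 343.5 ± 82.0 to 6734 ± 4550 normalized counts (log2 fold change 4.29, SE 0.54, n = 4 per arm). Atf3, a stress-induced transcription factor, rose 14.5-fold (log2 3.85, SE 0.52), and Maff, a small Maf transcription factor, rose 7.35-fold from 27.6 ± 5.49 to 203.5 ± 68.6 normalized counts. In the sham cortex libraries the negative control mean plus 2 SD was 33.6 to 43.5 counts, so Maff was near background in sham pups. Atf3 was near background there too, with an authors' deposited control mean of 25.04, so the size of both folds is uncertain. Gadd45g, a stress-inducible growth arrest gene, rose 4.32-fold, Arc, a regulator of synaptic strength, 3.80-fold, and Jun, the partner of Fos in AP-1, 3.36-fold. Ptgs2, which encodes cyclooxygenase-2, rose 3.03-fold and Egr1, an activity-induced zinc finger factor, 2.48-fold.

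In all, 17 of 731 genes tested in the cortex passed the edgeR test, all of them higher in HIBI, with every HIBI pup above every sham pup. Adjusted p ranged from 0.000859 (Maff) to 0.0493 (Tnfrsf12a), and 69 genes had an unadjusted p under 0.05 where 36.6 are due by chance. Of the 13 immediate early genes 8 rose, or 10 adjusted over the list alone. Bdnf, a neurotrophin, did not pass in the cortex (log2 -0.09, SE 0.15). The list passed with camera (adjusted p = 6.8e-26), but not with an estimated correlation (adjusted p = 0.169), and its median log2 fold change was 1.60. Because 6 of its genes had been picked by the study on these samples, the other 7 were tested alone. The study's figures, which show its changed genes from these samples, had been seen when the list was written. The other 7 are therefore not independent evidence either. They had an unadjusted camera p of 5.7e-12 in the cortex and an unadjusted p of 0.00653 with an estimated correlation, where the whole list had 0.00399, with Gadd45g, Maff and Ptgs2 among the genes that rose.

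Slc2a1, the glucose transporter GLUT1, rose in the cortex from 336.5 ± 23.9 to 610.6 ± 130.3 normalized counts (log2 0.86, SE 0.15), and Flt1, a receptor of VEGF, rose 1.83-fold. These were 2 of the 11 hypoxia targets tested, or 5 adjusted over the list alone, and the list passed with camera (adjusted p = 2.1e-05) but not with an estimated correlation (adjusted p = 0.448). Vegfa, the endothelial growth factor, had a log2 fold change of 0.84 (SE 0.20) and did not pass. Hilpda, a hypoxia-inducible lipid droplet protein outside that list, rose 2.13-fold. Ccl3, a chemokine, rose 4.05-fold, Lcn2, an iron-carrier binding protein of the acute phase, 2.99-fold, and Socs3, a feedback inhibitor of cytokine signaling, 2.13-fold. Mpeg1, a macrophage and microglia gene, rose 1.86-fold, and the TNF receptor family members Tnfrsf12a and Tnfrsf10b rose 1.77-fold and 1.74-fold. Of the study-named genes 7 of 11 rose, or 8 adjusted over the list alone, which is not independent evidence, and their list passed with camera (adjusted p = 1.6e-15) but not with an estimated correlation (adjusted p = 0.169). Nfkb2 (log2 0.46, SE 0.13), Srxn1 (-0.07, SE 0.08) and Eomes (-0.41, SE 0.31) did not pass, and Srxn1 changed sign under reference-gene scaling.

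The oligodendrocyte list passed upward in the cortex with camera (adjusted p = 0.0253), with 19 of 21 members higher, none of which passed, and an adjusted p of 0.770 with an estimated correlation. Members with small p were Enpp6 (log2 0.24, SE 0.12), Opalin (0.54, SE 0.28) and Plxnb3 (0.26, SE 0.14). The cell cycle list passed downward (adjusted p = 0.0274, and 0.595 with an estimated correlation), with 21 of 26 members lower and none past the test. Its members with the smallest p were Lmnb1, Hells, Cks1b and Pole, at log2 fold changes of -0.20, -0.22, -0.25 and -0.20. The number of genes that passed in the cortex was 8 without sham pup 2, 7 without sham pup 3, 7 without sham pup 6, 9 without HIBI pup 7, 9 without sham pup 8 and 27 with reference-gene scaling, and Fos, Atf3, Maff, Gadd45g, Hilpda and Socs3 passed whichever pup was left out. With no filter the calls of Ccl3, Tnfrsf12a and Tnfrsf10b ended, with limma-voom that of Tnfrsf10b, and in one edgeR fit of all 24 libraries that of Egr1. The oligodendrocyte call ended without HIBI pup 1, sham pup 2, sham pup 3 or HIBI pup 5 (adjusted p up to 0.403) and with reference-gene scaling, and the cell cycle call without HIBI pup 1, sham pup 2 or sham pup 3 (up to 0.151).

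**Figure D1:**
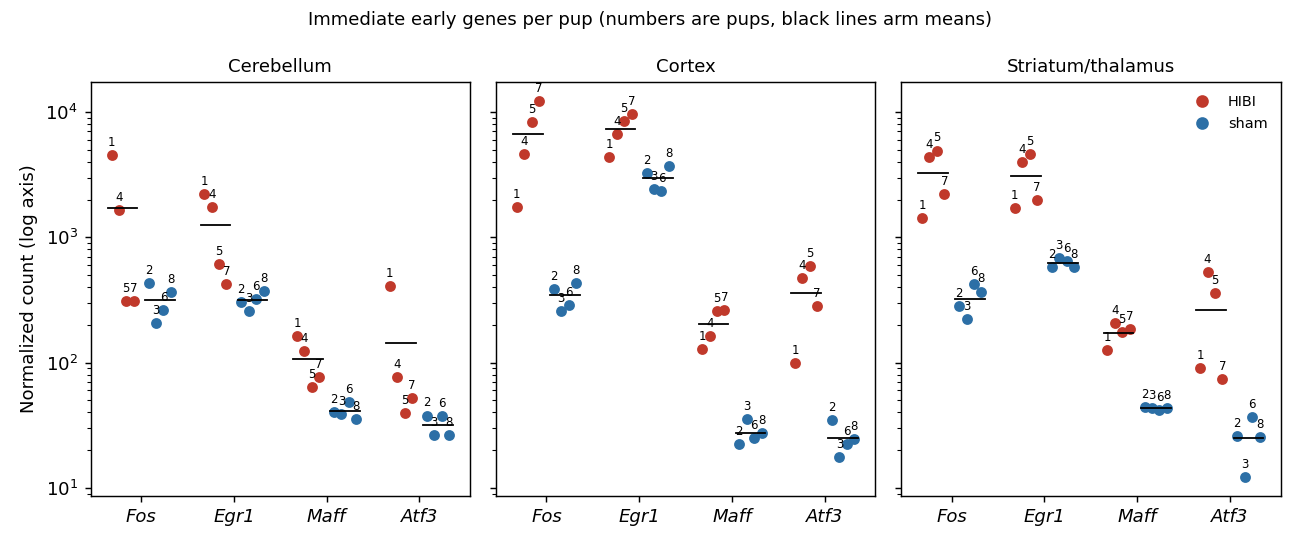
Normalized counts of 4 immediate early genes in each pup, on a log axis, by region, with the mean of each arm as a black line. In cortex and striatum/thalamus the 4 HIBI pups lay above the 4 sham pups for each gene, and in the cerebellum Fos was at 4560 and 1645 in HIBI pups 1 and 4 and at 311.0 and 309.8 in HIBI pups 5 and 7.

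In the striatum/thalamus 6 of the 13 immediate early genes rose and 1 fell. Fos rose from 323.3 ± 89.0 to 3233 ± 1675 normalized counts (log2 3.32, SE 0.40, n = 4 per arm), Atf3 rose 10.5-fold, Egr1 4.92-fold and Maff 4.02-fold. The authors' deposited control mean of Atf3 in this region was 27.73. The negative control mean plus 2 SD of its sham libraries was 34.9 to 43.5 counts, so the size of the Atf3 fold is uncertain. Ptgs2 rose 3.20-fold and Gadd45g 2.11-fold. Bdnf fell, from 374.4 ± 49.4 to 240.5 ± 30.4 normalized counts (log2 -0.64, SE 0.12). Lcn2 rose 3.18-fold, the chemokine Ccl2 2.68-fold and Socs3 2.24-fold.

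Slc17a6, the vesicular glutamate transporter VGLUT2, fell in the striatum/thalamus from 12810 ± 1054 to 9097 ± 1067 normalized counts (log2 -0.49, SE 0.09). Eomes, a T-box factor of neuronal precursors, rose from 30.6 ± 9.91 to 72.4 ± 14.8 normalized counts (log2 1.23, SE 0.24), and Islr2, a neuronal membrane protein, rose 1.52-fold. In the sham libraries of this region the negative control mean plus 2 SD was 34.9 to 43.5 counts, so Eomes was near background in sham pups. Ppp3cb, a catalytic subunit of calcineurin, fell to 86.0% of sham, Srxn1, the antioxidant enzyme sulfiredoxin, to 85.0% and Tpd52 to 86.4%, and these 3 did not pass with reference-gene scaling. Slc2a1 rose 1.66-fold, Hilpda 1.84-fold, Flt1 1.52-fold and Ms4a4a, a membrane protein of myeloid cells, 2.11-fold.

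In all, 20 of 732 genes passed the edgeR test in the striatum/thalamus, 15 higher and 5 lower, with the arms fully apart for each of the 20. Adjusted p ranged from 0.000226 (Maff) to 0.0270 (Atf3), and 134 genes had an unadjusted p under 0.05 where 36.6 are due by chance. Of the study-named genes 5 rose and 2 fell, or 8 and 2 adjusted over the list alone, which is not independent evidence, and their list passed with camera (adjusted p = 4.2e-06) but not with an estimated correlation (adjusted p = 0.436). Jun (log2 0.96, SE 0.25), Arc (0.95, SE 0.29), Tnfrsf10b (0.68, SE 0.24) and Nfkb2 (0.36, SE 0.18) did not pass.

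Of the 13 immediate early genes 6 rose and 1 fell in the striatum/thalamus, or 10 and 1 adjusted over the list alone, and the list passed with camera (adjusted p = 5.2e-10) but not with an estimated correlation (adjusted p = 0.215). Its other 7 genes, tested alone as in the cortex, gave an unadjusted camera p of 4.0e-07 and an unadjusted p of 0.0116 with an estimated correlation. Of the 11 hypoxia targets 2 rose, or 5 adjusted over the list alone (camera adjusted p = 0.00379, and adjusted p = 0.452 with an estimated correlation). Vegfa (log2 0.66, SE 0.19) and Kdm3a, a histone demethylase (0.47, SE 0.16), did not pass. Of 30 reactive astrocyte genes 2 rose, Lcn2 and Ptgs2, or 5 adjusted over the list alone, and 25 were higher (camera adjusted p = 2.0e-05, and adjusted p = 0.448 with an estimated correlation). Ptgs2 is on the immediate early gene list as well. Vim, an intermediate filament protein (log2 0.37, SE 0.09), and Tm4sf1 (0.61, SE 0.15) did not pass. Complement and Fc receptor genes were higher in 12 of 13 members, none of which passed, or 7 adjusted over the list alone (camera adjusted p = 0.00379, and adjusted p = 0.595 with an estimated correlation), with C4a at log2 0.94 (SE 0.24), C3ar1 at 0.62 (SE 0.21), C1qb at 0.35 (SE 0.10) and C1qa at 0.29 (SE 0.09).

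The oligodendrocyte list passed downward in the striatum/thalamus (camera adjusted p = 0.00129, and adjusted p = 0.768 with an estimated correlation), with 20 of 21 members lower and none past the test. Bcas1 had a log2 fold change of -0.31 (SE 0.15), Sox10 of -0.22 (SE 0.13), Pllp of -0.26 (SE 0.17) and Myrf of -0.28 (SE 0.19). The neuron list passed downward as well (camera adjusted p = 0.0338, and adjusted p = 0.638 with an estimated correlation), with 17 of 24 members lower, while its member with the smallest p, the glutamate receptor subunit Gria1, was higher (log2 0.33, SE 0.09). Fgf13 (-0.26, SE 0.08), Camk4 (-0.37, SE 0.14) and Pacsin1 (-0.15, SE 0.05) were lower, and none of these passed. Ttr, a transcript of the choroid plexus, stood at 3123 and 2405 normalized counts in HIBI pups 4 and 5 and at 68.7 to 147.7 in the other 6 libraries of the region, a measured difference in what these libraries held.

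The number of genes that passed in the striatum/thalamus was 5 without sham pup 3, sham pup 6 or sham pup 8, 6 without HIBI pup 5, 56 without HIBI pup 4, 50 without both Ttr-rich libraries and 42 with DESeq2. Fos, Egr1, Maff, Lcn2 and Slc2a1 passed whichever pup was left out. Jun passed with DESeq2, without both Ttr-rich libraries and without HIBI pup 1, and Arc passed with DESeq2. With limma-voom 11 of the 20 genes passed, without Atf3, Ccl2, Eomes, Gadd45g, Flt1, Islr2, Slc17a6, Srxn1 and Tpd52, and 14 passed in one edgeR fit of all 24 libraries. The call of Atf3 also ended without sham pup 2, sham pup 3, HIBI pup 5, sham pup 6 or sham pup 8 and with Uty as a covariate. Those of Ccl2, Eomes, Socs3 and Bdnf ended without the Ttr-rich libraries. Without the Ttr-rich libraries the log2 fold change was 1.71 for Atf3 and 1.56 for Egr1, and without HIBI pup 4 it was 2.80 for Atf3. The lowest value over all alternatives was 2.50 for Fos, 0.27 for Arc and 0.35 for Jun. The oligodendrocyte call ended without HIBI pup 7 (adjusted p = 0.107) and the neuron call without sham pup 3, HIBI pup 5, HIBI pup 7 or sham pup 8 (adjusted p up to 0.0980) and with reference-gene scaling.

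**Figure D2:**
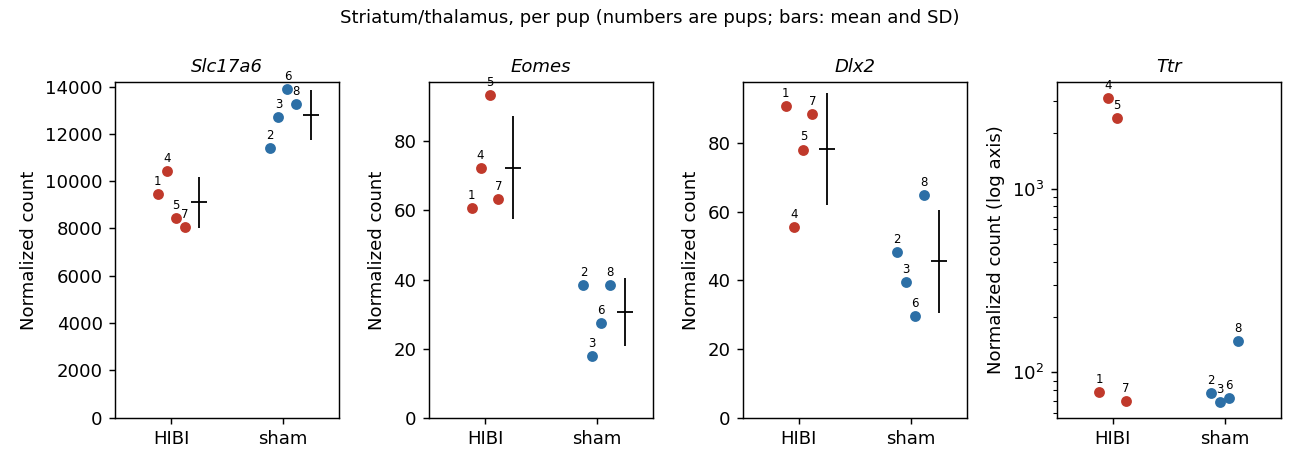
Normalized counts of Slc17a6, Eomes, Dlx2 and Ttr in the striatum/thalamus of each pup, with mean and SD of each arm for the first 3 genes and a log axis for Ttr. Slc17a6 was at 8061 to 10424 in HIBI and 11403 to 13884 in sham pups, and Eomes at 60.6 to 93.3 and 17.9 to 38.5.

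In the cerebellum, which in this model undergoes hypoxia without ischemia, 3 of 714 genes passed. Mertk, a receptor that binds dying cells for phagocytosis, rose from 267.2 ± 39.4 to 510.6 ± 82.4 normalized counts (log2 0.93, SE 0.15, n = 4 per arm), and F3, which encodes tissue factor, rose 1.72-fold (log2 0.79, SE 0.13). Ago4, an Argonaute protein that binds small RNA, fell from 144.1 ± 5.69 to 86.8 ± 7.10 normalized counts (log2 -0.73, SE 0.10). Immediate early genes were high in part of the pups: the list score was 1.40 in HIBI pup 1 and 0.84 in pup 4, against 0.25 and 0.21 in pups 5 and 7 and at most 0.11 in sham pups.

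The adjusted p from edgeR was 0.0222 for Ago4 and 0.0358 for Mertk and F3, and each of the 3 genes had its arms fully apart. The next 7 genes by p missed the threshold: Ms4a4a (log2 0.76, SE 0.15), Ccng2, a cyclin on the hypoxia target list (-0.56, SE 0.11), Maff (1.37, SE 0.29), the kinase Lyn (-0.42, SE 0.09), the complement component C3 (0.63, SE 0.13), Inpp5d (0.61, SE 0.14) and the transcription factor Creb1 (-0.41, SE 0.09). The hypoxia target list missed the threshold here (camera adjusted p = 0.147, and 0.658 with an estimated correlation). Of its 11 genes 8 were higher and 3 lower, or 5 and 1 adjusted over the list alone. An unadjusted p under 0.05 was found for 117 genes, 62 higher and 55 lower, where 35.7 are due by chance. None of the 11 study-named genes passed in the edgeR fit of this region, while DESeq2 called Egr1 and Arc, limma-voom called Eomes, one edgeR fit of all 24 libraries called Fos and Egr1, and Egr1 passed without HIBI pup 7. Of the 11, 4 were higher and 1 lower adjusted over the list alone, which is not independent evidence. Their list missed the threshold with camera (adjusted p = 0.114, and adjusted p = 0.607 with an estimated correlation). They included Fos (log2 2.42, SE 0.81), Atf3 (2.15, SE 0.74), Egr1 (1.98, SE 0.48), Arc (0.82, SE 0.25) and Eomes (-0.94, SE 0.34), while Jun (0.40, SE 0.36), Bdnf (0.18, SE 0.17), Nfkb2 (-0.14, SE 0.16), Srxn1 (0.08, SE 0.09), Tnfrsf10b (0.09, SE 0.18) and Socs3 (-0.02, SE 0.12) lay nearer to 0. Without HIBI pup 1 the value of Jun was -0.21, that of Atf3 0.78 and that of Fos 1.246, and with Uty as a covariate that of Fos was 1.06. Atf3 was near background in the sham cerebellum, with an authors' deposited control mean of 30.48. The negative control mean plus 2 SD of these libraries was 29.5 to 41.0 counts.

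The immediate early gene list passed with camera in the cerebellum (adjusted p = 0.000362, and adjusted p = 0.595 with an estimated correlation), with 7 members higher adjusted over the list alone, Ptgs2 (log2 1.54, SE 0.38) and Gadd45g (0.68, SE 0.19) among them. Its other 7 genes, tested alone as in the cortex, gave an unadjusted camera p of 0.0190 and an unadjusted p of 0.173 with an estimated correlation. The microglia marker list passed upward (adjusted p = 0.00253, and adjusted p = 0.658 with an estimated correlation), with 15 of 17 members higher, among them Mpeg1 (log2 0.47, SE 0.15), Ctss (0.41, SE 0.18), C1qc (0.27, SE 0.11) and Cd68 (0.21, SE 0.09). Complement and Fc receptor genes passed upward too (adjusted p = 0.0274, and adjusted p = 0.633 with an estimated correlation), with C3 as the member of smallest p, Fcgr1 at 0.50 (SE 0.16) and Fcgr2b lower at -0.27 (SE 0.10). C1qa, C1qb, C1qc and Itgam are on both of these lists, so their calls are not independent. All 26 cell cycle and replication genes were lower (camera adjusted p = 1.3e-05, and adjusted p = 0.658 with an estimated correlation), with Timeless at -0.39 (SE 0.14), Top2a at -0.38 (SE 0.15), Cdc7 at -0.37 (SE 0.12) and Cdc25a at -0.32 (SE 0.12). The cell cycle score was -0.51 to -0.25 in HIBI pups 1, 4 and 5 but 0.11 in pup 7, within the sham range of -0.12 to 0.15. Eomes had the same order among the HIBI pups, with 199.3, 317.4, 220.8 and 518.5 normalized counts in pups 1, 4, 5 and 7. Oligodendrocyte markers were higher in 20 of 21 members without passing (camera adjusted p = 0.0998, and adjusted p = 0.779 with an estimated correlation), so a different mix of cells in these libraries is not separated from a change within cells. No single member of the 4 lists that passed here passed the edgeR test over all genes, and DESeq2 called 15 genes of the region in all.

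By edgeR no gene passed in the cerebellum without HIBI pup 1, sham pup 2, sham pup 3, HIBI pup 4, HIBI pup 5, sham pup 6 or sham pup 8 (77, 55, 73, 111, 76, 149 and 98 genes at an unadjusted p under 0.05), and 7 passed without HIBI pup 7, against 15 with DESeq2 and 5 with reference-gene scaling, which moved the median of all genes to 0.12. One edgeR fit of all 24 libraries called 49 genes, 25 higher and 24 lower, and limma-voom 53, 22 higher and 31 lower. With Uty as a covariate edgeR called 0, with 83 at an unadjusted p under 0.05. The complement call ended without sham pup 2, sham pup 6 or HIBI pup 7 (adjusted p up to 0.0956), and the microglia call without HIBI pup 5 (0.0564).

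**Figure D3:**
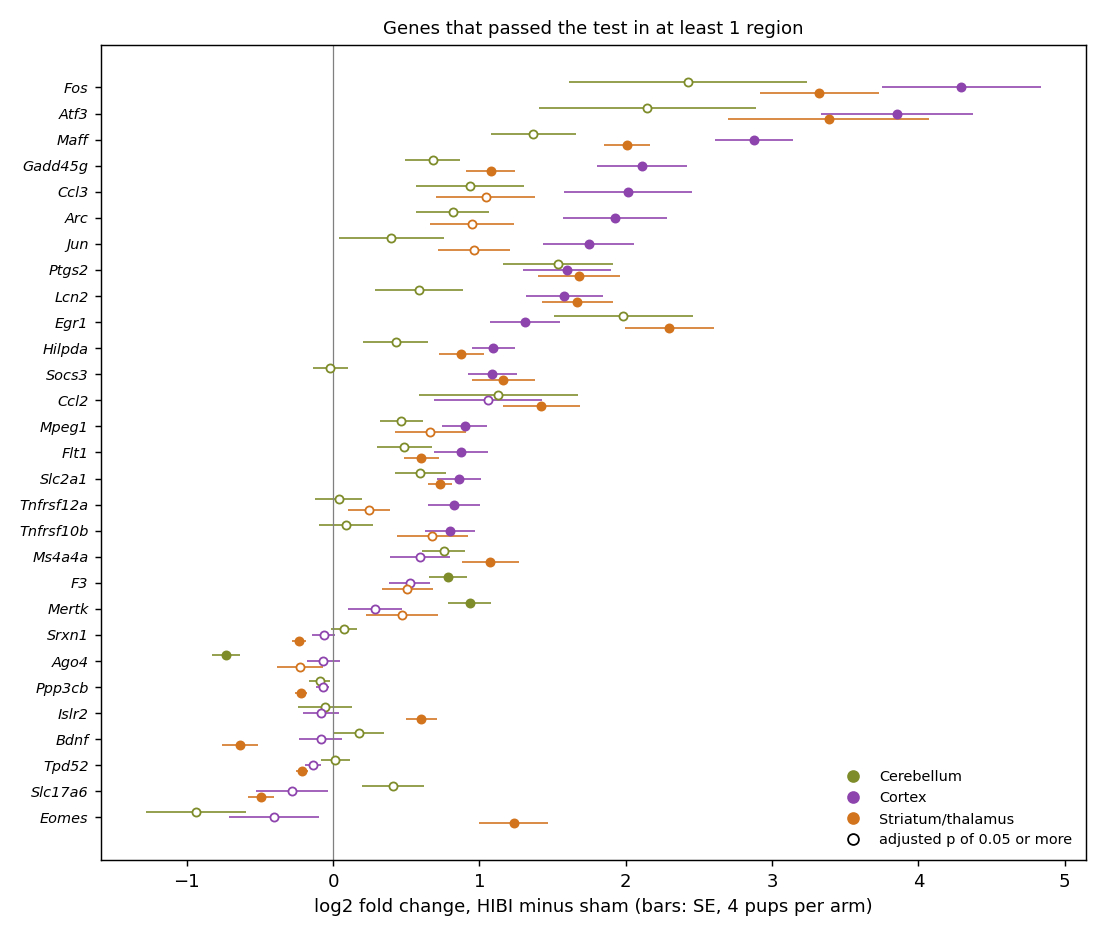
Log2 fold change of HIBI against sham with its SE for the 29 genes that passed the test in at least 1 region, with filled points where the adjusted p was under 0.05. Fos had the largest value in the cortex, at 4.29, and Eomes was at 1.23 in the striatum/thalamus and -0.94 in the cerebellum.

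The overlap between regions addressed which changes are shared between the 2 regions that had hypoxia with ischemia and the cerebellum, which had hypoxia alone. Ischemia cannot be told apart from region in this design, which has no hypoxia-only group, a limit the paper also states. Cortex and striatum/thalamus shared 11 genes that rose in both, Atf3, Egr1, Flt1, Fos, Gadd45g, Hilpda, Lcn2, Maff, Ptgs2, Slc2a1 and Socs3, where independent sets of these sizes would share 0.352. In the separate edgeR fits no gene passed in all 3 regions and none was shared with the cerebellum. Maff passed in all 3 regions with DESeq2, with limma-voom and in one edgeR fit of all 24 libraries, as did Egr1 and Arc with DESeq2 and Fos in that edgeR fit. At a fold over 1.5 and an unadjusted p under 0.05 the counts were 28 genes in the cortex, all higher, 30 in the striatum/thalamus, 29 higher, and 26 in the cerebellum, 21 higher. At that threshold 49 genes stood in at least one region and 24 in more than one, and 11 stood in all 3 regions, all higher: Arc, Atf3, Ccl3, Egr1, Fos, Gadd45g, Maff, Ms4a4a, Ptgs2, Slc2a1 and Vegfa. Eomes was higher in the striatum/thalamus and lower in the cerebellum. Cortex and striatum/thalamus shared 22 higher genes at that threshold (1.12 if independent), cortex and cerebellum 12 (0.826), and striatum/thalamus and cerebellum 11 (0.825), although regions of one pup are not independent. The 22 include Ttr, a transcript of the choroid plexus, as do the 24 genes in more than one region. Log2 levels of Ttr in the cortex, minus the sham mean, differed between pups. They were 1.55, 0.41, 2.47 and 2.05 in HIBI pups 1, 4, 5 and 7. In sham pups 2, 3, 6 and 8 they were -0.14, 1.65, -1.19 and -0.32, so the arms overlapped. Whether choroid plexus tissue contributed to the cortex results was not tested. Without HIBI pup 1 the cerebellum had 13 genes at that threshold and without sham pup 2 it had 16, and without HIBI pup 4 the striatum/thalamus had 47.

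The difference of the HIBI effect between regions was tested within pups. Between striatum/thalamus and cerebellum 6 of 745 genes differed. Eomes had an effect higher by log2 2.24 in the striatum/thalamus (SE 0.38, adjusted p = 0.0160 by edgeR), Socs3 by 1.18 (SE 0.22), Ccng2 by 0.78 (SE 0.14) and Vim by 0.70 (SE 0.13). The effects of Slc17a6 (-0.96, SE 0.21) and Fgf13, a regulator of neuronal sodium channels (-0.50, SE 0.11), were lower in the striatum/thalamus. At an unadjusted p under 0.05 there were 103 genes, and 4 of the 6 genes also passed without the pup block, all but Slc17a6 and Fgf13. With reference-gene scaling Vim did not pass, with limma-voom Slc17a6 did not, and with no filter Fgf13 did not. The count was 0 without sham pup 2, sham pup 3, HIBI pup 5 or sham pup 8, 3 without HIBI pup 7, 10 without sham pup 6 and 16 without HIBI pup 4.

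Between cortex and cerebellum no gene differed by edgeR, with 77 at an unadjusted p under 0.05 and 2 by DESeq2 and 2 by limma-voom. The smallest p belonged to Socs3 (log2 1.11, SE 0.22, adjusted p = 0.0899), Ccng2 (0.62, SE 0.14) and Mertk (-0.69, SE 0.17), none of which passed. Without HIBI pup 1 there were 12 genes, and 1 each without HIBI pup 4 or HIBI pup 7. Between cortex and striatum/thalamus no gene differed by edgeR, with 46 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom. The smallest p belonged to the TNF receptor Tnfrsf1a (-0.43, SE 0.11), Tbr1 (-0.58, SE 0.15) and Eomes (-1.70, SE 0.45), all with an adjusted p of 0.314. The test of the difference therefore did not separate the Fos, Atf3 or Maff effects of the 3 regions.

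**Figure D4:**
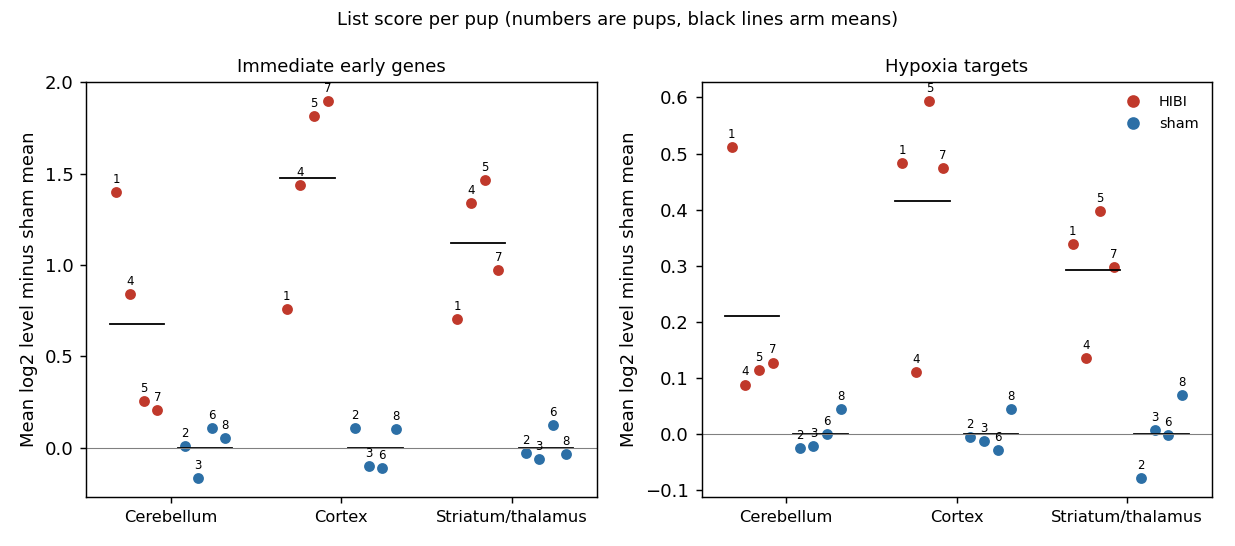
List scores of 13 immediate early genes and 11 hypoxia targets in each pup, as the mean log2 level minus the sham mean, with arm means as black lines. The immediate early gene score of HIBI pups was 0.76 to 1.90 in the cortex and 0.71 to 1.46 in the striatum/thalamus, and the hypoxia score of HIBI pup 4 was 0.11 and 0.14 in these regions.

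Regions of the sham pups gave the background of regional expression without injury. Cortex and cerebellum differed in 497 of 740 genes, 233 higher and 264 lower in the cortex. Nrgn, a calmodulin-binding protein of forebrain neurons, was at 18306 ± 3644 normalized counts in the cortex and 603.4 ± 522.6 in the cerebellum (log2 5.17, SE 0.59, n = 4 pups), and Mef2c, Dlx1, Tbr1 and Trpa1 were higher in the cortex by log2 4.94, 4.59, 4.51 and 3.84. Eomes, Ttr, Map3k1, Mal and Agt were 11.2-fold, 8.55-fold, 7.68-fold, 6.98-fold and 6.72-fold lower. Striatum/thalamus and cerebellum differed in 478 genes, 238 higher and 240 lower, with Dlx1, Grm2, Cx3cl1 and Arhgap24 higher by log2 4.59, 2.17, 2.00 and 1.92, Dlx2 higher 3.90-fold, and Ttr, Eomes, Nptx1, Map3k1 and Top2a 26.9-fold, 17.8-fold, 4.96-fold, 4.70-fold and 4.41-fold lower in the striatum/thalamus. Cortex and striatum/thalamus differed in 296 genes, 133 higher and 163 lower in the cortex. Mef2c, Nrgn, Tbr1, Slc17a7 and Trpa1 were 12.8-fold, 12.4-fold, 10.6-fold, 7.95-fold and 7.89-fold higher, and Slc17a6, Agt, Hdc, Arhgap24 and Hspb1 were 8.24-fold, 8.04-fold, 6.55-fold, 5.00-fold and 4.65-fold lower.

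In the authors' deposited table, the cerebellum held 23 genes with a fold over 1.5 and an unadjusted p under 0.05, 21 higher and Ago4 and Sftpd lower. In the cortex of the authors' deposited table there were 26 such genes, all higher, and in the striatum/thalamus 19, of which 18 were higher and Bdnf was lower. Across regions, the authors' deposited table had 47 genes at that threshold, 44 of them higher, and 16 in more than one region. The study's statement that only increases were significant differs from this, since Ago4, Sftpd and Bdnf were lower at that threshold. Its counts of 44 and 16 equal those of the higher genes, and the paper does not say whether lower genes were left out. When the deposited p-values of the authors' deposited table were adjusted by Benjamini-Hochberg, 0, 3 and 0 genes were under 0.05 in cerebellum, cortex and striatum/thalamus, with 112, 86 and 87 at an unadjusted p under 0.05. Of the 49 genes found by edgeR at that threshold, 36 were also in the authors' deposited table at it.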

Values the study reported

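The study reported 44 mRNAs with differential expression in at least one region and 16 in 2 or more regions, with 4 pups per group. It stated that every significant mRNA was increased after HIBI and that no decrease was significant. It stated its threshold as a fold change over 1.5 with a p value and/or false discovery rate below 0.05. It also reported a correlation of R² = 0.894 between fold changes from the panel and from quantitative PCR.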

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

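Of the tests below, those of the 2 Ttr-rich libraries, of a smaller share of thalamus, of an exchange with a sham pup, and of the correlations of fold changes without Uty and Kdm5d were chosen only after the result was seen.

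Library measures, scores of lists that passed and normalized counts of named genes were searched for a pup far from the other 3 of its group. Of 194 groups 8 (4.12%) held one, where chance gives about 5%. Atf3 in the HIBI cerebellum was at 405.0 normalized counts in pup 1 and 39.3 to 77.0 in the others, and Jun there was at 3168 in pup 1 and 965.6 to 1088 in the others. Creb1 in the HIBI cerebellum was at 1049 in pup 7 and 824.0 to 857.5 in the others. Ms4a4a in the sham cerebellum was at 47.0 in pup 3 and 39.3 to 39.7 in the others. Slc2a1 in the HIBI cortex was at 416.7 in pup 4 and 652.5 to 691.4 in the others, and Srxn1 in the sham cortex was at 1103 in pup 6 and 930.0 to 957.0 in the others. Gadd45g in the HIBI striatum/thalamus was at 660.8 in pup 5 and 388.2 to 421.9 in the others. The immediate early gene score of the sham striatum/thalamus was 0.126 in pup 6 and -0.0626 to -0.0314 in the others.

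The effect of HIBI differed between striatum/thalamus and cerebellum, by the test of the difference itself, for Eomes (log2 2.24), Ccng2 (0.78), Socs3 (1.18), Vim (0.70), Slc17a6 (-0.96) and Fgf13 (-0.50). The number of these genes does not exclude chance, since 3 of the 35 splits of the pups gave at least 6 genes and the highest other split gave 17. The count was 0 without sham pup 2, sham pup 3, HIBI pup 5 or sham pup 8, 3 without HIBI pup 7, 10 without sham pup 6 and 16 without HIBI pup 4. For cortex and cerebellum and for cortex and striatum/thalamus the real count by edgeR was 0, which all 35 splits reach, with highest other counts of 2 and 22. At an unadjusted p under 0.05 these comparisons held 77 and 46 genes, and DESeq2 called 2 and 1.

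Immediate early genes of the cerebellum were raised in HIBI pups 1 and 4 and close to sham in HIBI pups 5 and 7. Library scaling may be set aside, since with reference-gene scaling the lower score of pups 1 and 4 was still 0.882 above the highest sham score, where the sham scores spanned 0.349. Cortical tissue in these libraries is argued against as well: Nrgn, Mef2c and Tbr1 allowed at most 3.40% of cortex, while Fos needed 277% in pup 1 and 28.3% in pup 4. The sex of the pups stays open, as no result given here decides it for this pattern. A response of the cerebellum that differs between pups after the same hypoxia is therefore left open as a hypothesis.

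Slc17a6 was lower and Eomes higher in the striatum/thalamus of HIBI pups, with Dlx2, which did not pass, at log2 0.78 (SE 0.24). With all libraries thinned to 766000 endogenous counts the value of Slc17a6 was -0.493 and 20 of the 20 genes that passed were shared with the full data. Thinning keeps the expected share of each gene, so a gene as abundant as Slc17a6 could hardly move. It therefore does not decide whether what made the HIBI libraries smaller contributed. Choroid plexus tissue in HIBI pups 4 and 5 is argued against as the whole source, because without these 2 libraries Slc17a6 was at -0.552 (SE 0.09), from -0.49 (SE 0.09), while the call of Eomes ended (log2 1.01, SE 0.26, from 1.23, SE 0.24, adjusted p = 0.0597) with fewer samples. A dissection with less thalamus and more striatum cannot be told apart from a change in the tissue: the inhibitory and striatal markers had a median log2 fold change of 0.342 with all 4 higher, but with a camera adjusted p of 0.0555 and 0.595 with an estimated correlation. Dlx2 is both on this list and part of the pattern. Dlx1, also on it, was among the genes most raised over the cerebellum in sham cortex as well as sham striatum/thalamus, so the list does not mark striatum alone. The calls of Slc17a6 and Eomes also ended without sham pup 3, HIBI pup 5, sham pup 6 or sham pup 8 (adjusted p up to 0.0709 and 0.0933), with limma-voom and in one fit of all 24 libraries, with log2 fold changes of -0.57 to -0.44 and of 1.04 to 1.37 with 1 pup left out, and an effect of HIBI is a hypothesis.

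Hypoxia targets of HIBI pup 4 had scores of 0.11 in cortex and 0.14 in striatum/thalamus, the lowest of the HIBI pups, while its immediate early genes were raised, and in cerebellum its 0.09 was close to the 0.11 and 0.13 of pups 5 and 7. With reference-gene scaling its scores were 0.262, 0.232 and 0.173 in cerebellum, cortex and striatum/thalamus, above every sham pup, so they were lower than in other HIBI pups of 2 regions but not absent. An exchange with a sham pup is argued against, because it would leave a sham pup with raised immediate early genes, while the highest sham score lay at least 0.579 below the lowest score of HIBI pups 1, 5 and 7 in cortex and striatum/thalamus. Library scaling is argued against, because with reference-gene scaling its hypoxia score stayed at least 0.158 below those of the other HIBI pups in cortex and striatum/thalamus. A weaker hypoxia response of this pup may be a candidate explanation, and no measurement of its hypoxia was used here.

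The 17 genes that passed in cortex and the 20 in striatum/thalamus were reached by 1 of 35 splits, the real one, and the highest other splits gave 1 and 0. That is the smallest share that 35 splits allow, and it was not adjusted for the number of results compared. It argues against chance and does not exclude it. For the cerebellum chance cannot be excluded, since 2 of 35 splits gave at least 3 genes and another gave 19. At a fold over 1.5 and an unadjusted p under 0.05 by edgeR only the real split reached the count in cortex (28 genes, highest other 20) and striatum/thalamus (30, 20). The same held for at least one region (49, 34) and more than one region (24, 11), while in cerebellum (26, 30) 2 splits reached it. For the 16 gene list calls chance cannot be excluded, since 6 of the 35 splits gave as many and the highest other gave 19. Across genes without Uty and Kdm5d, which are not independent replicates, fold changes of cortex and cerebellum correlated at r 0.57 (highest other 0.42) and of cortex and striatum/thalamus at 0.70 (0.67), each reached by the real split alone. Those of striatum/thalamus and cerebellum, at 0.43 (0.50), were reached by 2 splits. Spearman values of these 3 pairs, for which splits were not counted, were lower, at 0.34, 0.28 and 0.26. For the sham regions 8 exchanges within pups are too few for a share under 0.05, and the real counts of 497, 478 and 296, reached by 1 of the 8 each, stood against 0 in the highest other.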

How the results depend on the processing

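The limma analysis of reference-gene-scaled counts, reference-gene scaling without Asb10, the Uty covariate and the fit without the Ttr-rich libraries were chosen after seeing the data. The pseudocount alternative and limma on the authors' normalized values per sample were not run, since per-sample normalized values were not used here. The 24 genes in more than one region and the 49 in at least one, and the 3 sham counts, stayed within 1.5 times under all alternatives run for them. The fit without the Ttr-rich libraries was run for the striatum/thalamus alone and was not carried into the 24 and 49, although it raised the count of that region. Limits included 4 pups per arm and counts near background for the lowest genes.

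Genes that passed in the cerebellum (3) numbered 15 with DESeq2, 5 with reference-gene scaling, 49 in one fit of all 24 libraries, 53 with limma-voom and 0 with Uty as a covariate (83 genes at an unadjusted p under 0.05 by edgeR), and 0 to 7 with 1 pup left out. In the cortex (17) they numbered 27 with reference-gene scaling and 7 to 22 with 1 pup left out. In the striatum/thalamus (20) they numbered 42 with DESeq2, 31 with Uty as a covariate, 50 without the Ttr-rich libraries and 5 to 56 with 1 pup left out. At a fold over 1.5 and an unadjusted p under 0.05, the cerebellum (26) had 40 with reference-gene scaling and 13 to 39 with 1 pup left out, the cortex 26 to 36, and the striatum/thalamus (30) 56 without the Ttr-rich libraries and 27 to 47. Differences of effect between cortex and cerebellum (0) numbered 2 with DESeq2, 2 with limma-voom and 0 to 12 with 1 pup left out. Those between striatum/thalamus and cerebellum (6) numbered 11 with DESeq2, 14 with reference-gene scaling, 13 with limma and 0 to 16 with 1 pup left out, and those between cortex and striatum/thalamus (0) 1 with DESeq2. List calls (16) numbered 0 with an estimated correlation and 7 with fry, which kept 4 of the 16. These were immediate early genes in cortex (fry adjusted p = 0.0482) and striatum/thalamus (0.0472), study-named genes in cortex (0.0482) and hypoxia targets in striatum/thalamus (0.0482). Fry kept no list call of the cerebellum. It also called autophagy and lysosome genes lower in cerebellum (adjusted p = 0.00626) and striatum/thalamus (0.0482), and apoptosis and necroptosis genes lower in cortex (0.0482). Fits without a pup hold fewer samples, and their counts were lower or higher depending on the pup. The cause of these changes was not tested.

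The direction reversed for values that had not passed. Socs3 in the cerebellum (-0.02) was at 0.0963 with reference-gene scaling, 0.0883 with limma, 0.0670 without Asb10, 0.00726 at a count minimum of 50 and -0.111 to 0.0437 with 1 pup left out. Srxn1 in the cortex (-0.07) was at 0.0274 with reference-gene scaling, 0.0276 with limma and 0.0102 without Asb10. With 1 pup left out Jun in the cerebellum ranged from -0.206 to 0.590, Tnfrsf10b in the cerebellum from -0.0131 to 0.206 and Bdnf in the cortex from -0.171 to 0.0453. The cause was not tested.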

Other observations

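Oligodendrocyte marker scores varied between pups of one arm, beside the shifts between arms given for these lists, and all tests in this part were chosen after the splits of the pups had been seen. A split of the cerebellar libraries into pups 1, 3, 5 and 6 against the others called 19 genes, of which 15 were among the 21 oligodendrocyte markers, with list scores of 0.21 to 0.48 against -0.31 to -0.07. A split into pups 1, 5, 7 and 8 called 22 genes with an effect that differed between cortex and striatum/thalamus, 14 of them oligodendrocyte markers. In that split the cortical scores were 0.23 to 0.57 against -0.24 to -0.03, and the striatum/thalamus scores were -0.82 to -0.14 against 0.02 to 0.30. For striatum/thalamus and cerebellum the split with the most calls, into pups 1, 4, 5 and 6, called 17 genes, of which 0 were oligodendrocyte markers. These splits were picked as the highest of 35 and the markers move together, so these numbers test nothing by themselves.

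Whether the oligodendrocyte scores of 2 regions move oppositely was then tested across the 8 pups, for 3 pairs of regions, with 2 correlation measures and 2 scalings, and no test passed. For cortex and striatum/thalamus Pearson's r was -0.600 (exact permutation p = 0.117, 0.351 adjusted over the 3 pairs) and Spearman's rho was -0.643 (exact permutation p = 0.0962, 0.289 adjusted). With reference-gene scaling r was -0.541 (exact permutation p = 0.166) and rho -0.595 (p = 0.132 by exact permutation). Without the 2 pups farthest from the median r was -0.758, and after removing the arm means it was -0.520 (exact permutation p = 0.295). For cortex and cerebellum r was 0.422 (exact permutation p = 0.296) and rho 0.452 (exact permutation p = 0.267), and for striatum/thalamus and cerebellum r was 0.164 (exact permutation p = 0.703) and rho 0.0952 (exact permutation p = 0.840). The difference of the cortical and striatum/thalamus scores was 0.498 ± 0.679 in HIBI and 0 ± 0.421 in sham pups (SD, n = 4), with an exact permutation p of 0.314.

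The reference probe Asb10 had counts of 3 to 19, at the level of the negative controls, in all 24 libraries.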
